A study of Drosophila melanogaster with 6 samples.

How the data were processed

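RNA was sequenced from wing and haltere imaginal discs, the larval epithelia that form the wing and the haltere (the balancing organ of the third thoracic segment). The discs came from wandering third-instar larvae of the wild-type Canton S strain of Drosophila melanogaster. There were 3 haltere disc samples and 3 wing disc samples, 6 in all, grouped by their titles. Per the labels' protocols, RNA was extracted with Trizol, purified on a column, enriched for mRNA and made into directional (strand-keeping) libraries, which were read as paired ends on an Illumina HiSeq.

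The values analysed here are the authors' own comparison of the tissues, with 1 row per gene and no value for any single sample. Per the labels, the authors found differentially expressed genes with edgeR, a package that models read counts per gene with a negative binomial distribution. Per the file headers, each row gives a log2 fold change, a mean expression in log2 CPM (counts scaled to a common library total) over both tissues, a p-value and an adjusted p-value (FDR). The aligner, the genome build, the annotation, the filter on low counts, the edgeR test and its covariates are not stated. Of the 7767 rows, 5 carry the names of the summary lines that the read counter htseq-count writes below its gene counts, such as the line for reads in no feature. These lines were therefore fitted together with the 7762 genes. They were left out of every gene count given here. Adjusting the deposited p-values again by the Benjamini-Hochberg method over all 7767 rows gave the deposited FDR to within 6.24e-06, so the authors' FDR was a Benjamini-Hochberg value over all rows, summary lines included.

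The plan made before the data were examined was a quasi-likelihood test on counts per sample. With no values per sample analysed here, no test across samples was run. The plan's fallback was used, which counts the genes with an authors' FDR under 0.05. The depth of each library and the spread between replicates are unknown, so no SD, confidence interval or detection floor is given. The authors' p-values and FDR are the only measure of error behind each fold change. There were 0 columns of per-sample values left aside.

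Neither the table nor the labels say which tissue is the numerator of the fold change. Ubx (Ultrabithorax), the homeotic gene named in the series title, has a negative value. Its RNA marks the haltere disc in this species, so negative values are read here as higher in the haltere disc. This reading is an assumption taken from Ubx itself, and for that reason Ubx cannot serve as a check of the sample labels.

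The genes named were chosen by a rule fixed before the data were examined. It admits Ubx and a list of 59 genes of homeotic function and wing disc patterning, and in each direction the 5 genes with the largest fold change among those with FDR under 0.05 and a mean expression of at least 1 log2 CPM. Other genes named below were chosen after their values were seen. Gene names were matched to a RefSeq gene table (assembly Release 6 plus ISO1 MT) by symbol or by a synonym that belongs to a single gene, and 7663 of the 7762 genes (98.7%) matched. That table was used only for names and, in the closing section, for gene order, gene span and the split of X-linked from autosomal genes. Exon and intron lengths, and the gene spans used to match marker lists, came from the Ensembl release 115 annotation of build BDGP6.54. Exon length counts all annotated exons of a gene, with overlaps counted once. No coordinates are given, since the authors' build is not stated.

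Lists of marker genes were compared with 10000 random lists of the same size, drawn from genes in the same of 20 bins of mean expression. Where length was matched too, 5 bins of expression were used. The percentile of the list's median is given. Genes are not independent replicates, and such a percentile describes these libraries only. The adjustment, the list comparison and the partial correlation were tested on simulated data with all 7767 rows. Of 200 genes simulated with a log2 change of 2 in size, 100.0% were called, and 5.66% of the 212 calls were unchanged genes. Of 200 simulated lists of 12 genes, 97.5% fell in the lowest 5% of random lists when shifted by 0.3 on the log2 scale, and 3.5% did so with no shift. Every simulated gene had the same error, small beside a change of 2 and independent of the other genes. The simulation thus checks the computation only. It does not give the power or the error rate for real genes, whose errors differ and may be shared.

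The alternatives fixed beforehand that these data allow were an FDR under 0.01, a minimum log2 change of 1, a Bonferroni adjustment, a minimum mean expression of 1 log2 CPM with readjustment, and the recomputed Benjamini-Hochberg values. An adjustment over the listed genes alone was also fixed beforehand, for the count of listed genes. Removing the 5 summary lines and an FDR under 0.1 were added after the data were seen. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.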

Results

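To ask which genes differ in expression between the developing haltere and the developing wing, the authors' comparison of 3 haltere disc and 3 wing disc samples was examined gene by gene. The series concerns the function of Ultrabithorax (Ubx), the homeotic transcription factor under which the dorsal appendage of the third thoracic segment forms a haltere and not a wing. The authors' deposited table held 7762 genes, with mean expression running from -0.49 to 13.07 log2 CPM and a median of 4.39. Total counts per sample were not analysed here, so the depth behind each value is unknown.

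Most genes differed little between the tissues. The median log2 fold change in the authors' deposited table was 0.00047, the quartiles were -0.17 and 0.16, and 89.9% of genes lay within 0.5 of 0. At an authors' FDR (edgeR, Benjamini-Hochberg) under 0.05, 104 genes differed, which was 1.34% of the genes in the authors' deposited table. Of these, 68 were negative, read as higher in the haltere disc, and 36 were positive, read as lower in the haltere disc. The alternative that moved these counts most was a Bonferroni adjustment of the deposited p-values, under which 50 genes remained, 27 negative and 23 positive.

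The changes that passed were large. Of the 104 genes called in the authors' deposited table, 100 changed by at least 1 on the log2 scale, that is at least 2-fold, and the smallest absolute change among the 104 was 0.87. A change of at least 3 was reached by 30 of them, 23 negative and 7 positive. The median change of the authors' calls was -2.20 among the negative genes and 2.07 among the positive genes. The deposited error did not allow every large change to be called. Among the 272 genes of the authors' deposited table with a log2 change of at least 1 in size, 172 had an FDR of 0.05 or more, and their median expression was 1.21 log2 CPM against 3.72 for the 104 genes. The smallest change that passed was 1.63 in the lowest quartile of expression and 0.87 in the highest quartile, in the same table. No smaller change passed the FDR over all rows.

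The authors' unadjusted p-values were not evenly spread. A total of 335 genes in the authors' deposited table had a p-value under 0.05, against 388.1 expected if no gene differed and the p-values were uniform, and 64.7% of genes had a p-value above 0.5 (edgeR, per the labels).

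**Figure D1:**
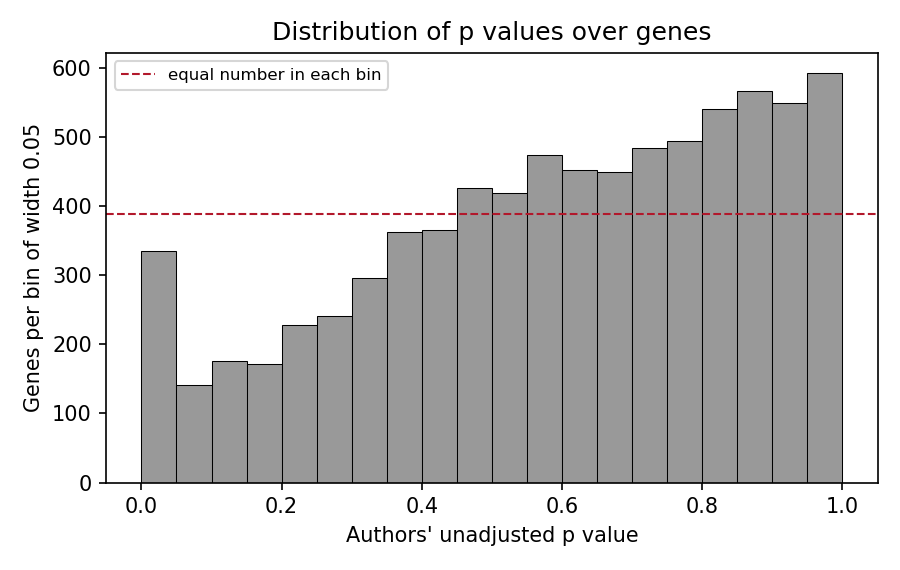
Histogram of the authors' unadjusted p-values (x axis, no unit, bins of width 0.05) with the number of genes per bin (y axis), and a dashed line at the number expected per bin if all bins were equal. The first bin stands above its neighbours, and the bars rise towards a p-value of 1, so that 64.7% of the 7762 genes lie above 0.5.

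Ubx was examined first. Its log2 fold change in the authors' deposited table was -5.22 at a mean expression of 7.29 log2 CPM, with an FDR of 2.98e-59 (edgeR). By p-value it ranked 2 among the 7762 genes. Only Cpr47Ee, which encodes a cuticle protein, had a smaller p-value, and its log2 fold change in the authors' deposited table was -7.77 at 4.40 log2 CPM, with an FDR of 2.36e-68 (edgeR). The transcript bxd, a non-coding RNA of the bithorax complex whose gene lies beside Ubx, was at -6.14 in the authors' deposited table with an FDR of 5.48e-11 (edgeR), at a low mean expression of 0.76 log2 CPM. It falls outside the naming rule and was chosen after its values were seen. The strand setting of the counting is not stated, so transcripts that overlap on opposite strands cannot be separated with certainty.

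The other large negative changes that the rule selected were genes of larval serum proteins, storage proteins made in the larval fat body. In the authors' deposited table Lsp1gamma stood at -4.95 with an FDR of 1.55e-05 (edgeR). Lsp1beta was at -4.49 with an FDR of 4.57e-16 (edgeR), and Lsp2 at -4.39 with an FDR of 1.22e-06 (edgeR), in the authors' deposited table. The Lsp1 genes are related in sequence, and reads that map to more than 1 of them may have been split or dropped by the authors' counting. Of the 68 negative genes in the authors' deposited table, 26 belonged to lists of marker genes for larval fat body, salivary gland or muscle that were written after the calls had been seen, and 42 did not.

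In the positive direction the rule selected ana, ltl, CG42749, al and CG8483. The authors' deposited table gave ana, which encodes a secreted glycoprotein, a log2 fold change of 3.98 with an FDR of 6.13e-16 (edgeR). For ltl (larval translucida) the authors' deposited table gave 3.56 with an FDR of 2.23e-16 (edgeR), at a mean expression of 4.93 log2 CPM. The homeobox gene al (aristaless) was at 3.02 with an FDR of 2.69e-16 (edgeR) in the authors' deposited table. CG42749 was at 3.24 and CG8483 at 2.82 in the authors' deposited table, with FDR values of 1.9e-06 and 0.000292 (edgeR). A larger positive change, 5.57 with an FDR of 7.47e-07 (edgeR), belonged to Sox100B in the authors' deposited table. That gene's mean expression of -0.19 log2 CPM was under the minimum of the rule, and it was chosen after its values were seen.

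**Figure D2:**
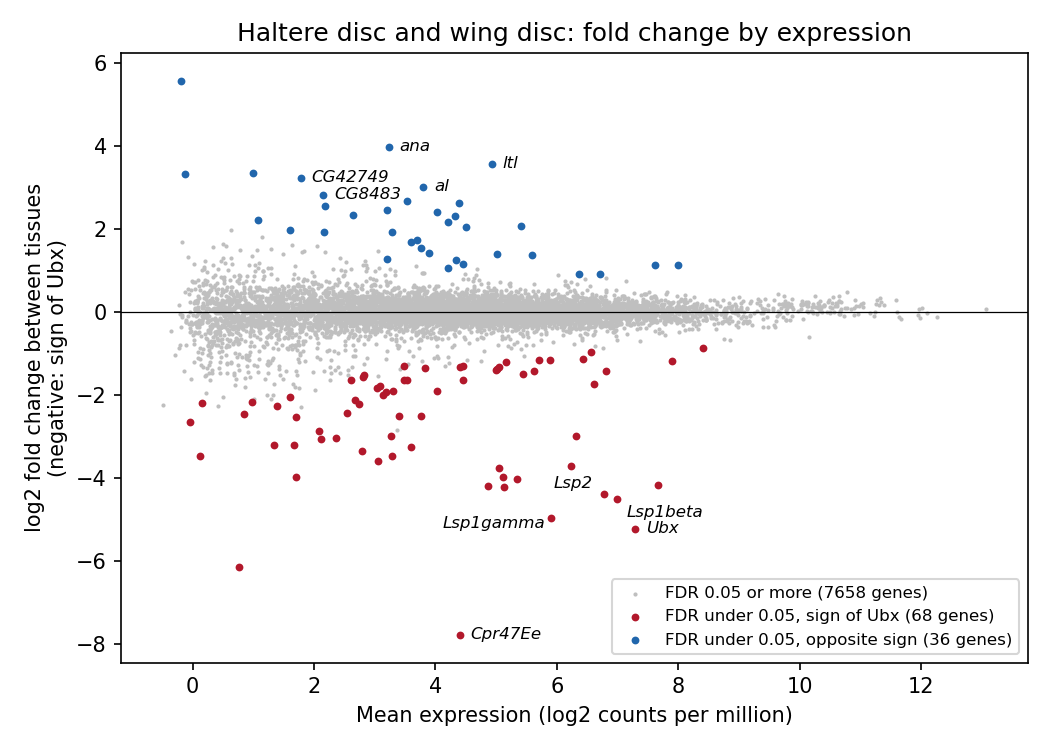
Log2 fold change between the tissues (y axis; negative values have the sign of Ubx and are read as higher in the haltere disc) against mean expression in log2 CPM (x axis), 1 point per gene from the authors' comparison. The 68 negative and 36 positive genes with an FDR under 0.05 are coloured, the 7658 others are grey, and the labels mark the 10 genes chosen by the rule, from Cpr47Ee at -7.77 to ana at 3.98.

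The genes that pattern the wing disc were then compared as a list fixed before the data were examined. Of its 59 genes, 54 were matched to a row of the authors' deposited table. The remaining 5 (abd-A, Abd-B, Scr, Diap1 and the microRNA gene ban) were not analysed here. At an FDR under 0.05 over all rows, 4 listed genes differed in the authors' deposited table, namely Ubx, Antp, kn and Dll. Antp (Antennapedia), the homeotic gene of the second thoracic segment, was at 2.08 with an FDR of 3.56e-10 (edgeR) in the authors' deposited table. The vein patterning gene kn (knot) was at 2.46 with an FDR of 6.13e-08, and Dll (Distal-less) at 1.27 with an FDR of 0.000921 (edgeR), in the authors' deposited table.

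When the p-values of the authors' deposited table were adjusted over the 54 listed genes alone, 7 passed 0.05. The 3 added genes were nub (nubbin), vg (vestigial) and bs (blistered), with log2 fold changes of 0.81, 0.82 and 0.81 in the authors' deposited table. Their adjusted p-values over the list (Benjamini-Hochberg on the edgeR p-values) were 0.0145, 0.0334 and 0.0449, against FDR values over all rows of 0.0878, 0.195 and 0.271. These 3 genes therefore passed or failed with the number of genes the adjustment covered.

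The other listed genes changed less. Of the 50 with an FDR of 0.05 or more over all rows, which include nub, vg and bs, 42 lay within 0.5 of 0 on the log2 scale in the authors' deposited table, and their median absolute change was 0.24 over all 50. None of the 12 genes of anterior-posterior patterning passed an FDR of 0.05 in the authors' deposited table, with log2 changes from -0.67 for ptc to 0.55 for hh. Their unadjusted p-values were 0.0296 for ptc and 0.0566 for hh (edgeR). For dpp the authors' deposited table gave -0.22 with a p-value of 0.466, and for wg -0.57 with a p-value of 0.0295 and an FDR of 0.862 (edgeR). Whole-disc values average over all cells, so a change of expression domain without a change of total amount would not be seen in them.

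**Figure D3:**
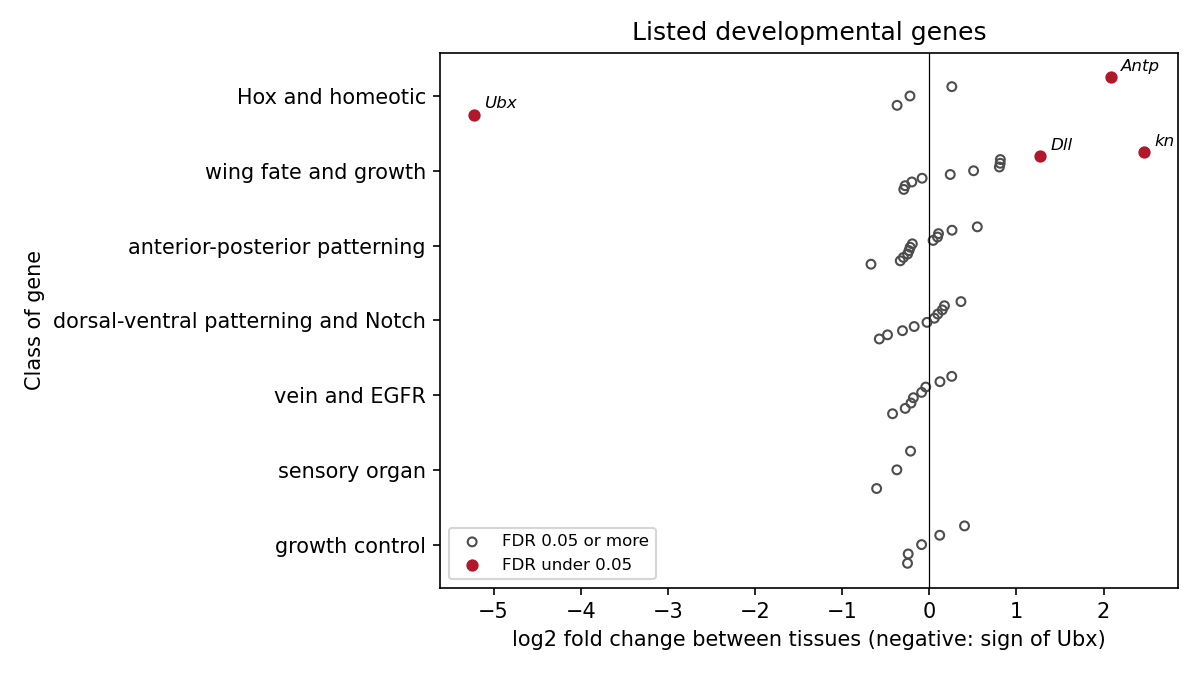
Log2 fold change (x axis; negative values have the sign of Ubx) of the 54 listed developmental genes, arranged by class (y axis), 1 point per gene. Filled points mark the 4 genes with an FDR under 0.05 (Ubx at -5.22, Antp at 2.08, kn at 2.46 and Dll at 1.27), and the 50 open points lie between -0.67 and 0.82.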

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

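The tests in this part were chosen after the values were seen. The signal outside the gene comparison was that of the 5 summary lines of the read counter, which stayed in the authors' deposited table as if they were genes. When mean expression was turned back to CPM and summed over the table, these lines held 43.3% of the total. The lines for reads of low alignment quality, for reads with several alignments and for reads in no feature stood at 17.47, 16.65 and 16.54 log2 CPM, above the most expressed gene at 13.07. The CPM scale of the table is therefore relative to a total that includes reads assigned to no gene.

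A technical explanation follows from the authors' processing: the lines were not removed before the fit. Removing them and adjusting the p-values again left 104 genes past 0.05, so their effect on the adjustment changed no count. Their effect on library sizes and dispersions could not be tested without counts per sample. The line for reads in no feature had a log2 fold change of 0.65, opposite in sign to Ubx, with a p-value of 0.031 and an FDR of 0.883 (edgeR), so a difference between the tissues in the share of such reads was not separable from error. No biological explanation was tested.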

How the results depend on the processing

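The choices were made before the data were examined, except where stated. An FDR under 0.01, a minimum log2 change of 1, a minimum expression with readjustment and the recomputed Benjamini-Hochberg values gave 80, 100, 95 and 104 differential genes, against 104 in the report, and all of the genes counted under each were among the 104. Removing the summary lines gave 104 and an FDR under 0.1 gave 125, both added after the data were seen. The Bonferroni adjustment moved the counts most. It left 50 differential genes, 50 with at least a 2-fold change, 27 higher and 23 lower in the haltere disc, and the share of negative genes went from 65.4% to 54.0%. A stricter adjustment lowers any such count. Why the negative genes lost more was not tested. The count of listed developmental genes went from 4 to 7 when adjusted over the list alone. It stayed at 4 under every other alternative except an FDR under 0.1, which gave 5.

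The adjusted p-value of Ubx ranged from 2.74e-59 to 5.97e-59 over the alternatives that adjust over all rows, the genes alone or the genes above the minimum expression, and was 4.15e-61 over the list alone. The 12 other genes named by the rule or called from the list stayed past the threshold at an FDR under 0.01 and under the Bonferroni adjustment. The other alternatives run for single genes are no test of these calls, since they loosen the threshold, give values equal to the deposited FDR to within 6.24e-06, remove only 5 rows or set a minimum expression that these genes meet. The thresholds and adjustments all act on the same deposited p-values, and none of them can move a fold change.

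No paired analysis was possible because the authors' table holds no values per sample, although the replicate numbers in the titles are shared between the tissues. For the same reason the DESeq2 test and size factors, the filters on counts, the pseudocounts, the fits that each leave out a sample and the counts over other splits of the samples were not run. Whether 1 library drives a call is thus not known. The smallest change called was 1.63 in the lowest quartile of expression and 0.87 in the highest, and whether depth sets that limit was not tested, since the depth is unknown.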

Other observations

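In this part, the tests of X-linked genes, of neighbouring genes, of p-values by expression, of the relation with gene length and of marker genes that were not called were written down before their results were seen. The tests of a shift of all genes, of markers matched on gene span or exon length and of implied standard errors were chosen only after the result was seen. Single genes named in this part outside the rule and the fixed list were picked after their values were seen, also where the test they illustrate was not.

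Many genes of larval tissues other than the disc had the sign of Ubx. The sarcomere list had 11 called genes, the fat body list 10 and the salivary gland list 5, all negative. These lists were written after the calls had been seen, so the called members show nothing by themselves. The test used only list members that were not called. For 13 sarcomere genes the median log2 change was -0.72, and 0.0% of 10000 random lists matched on expression had a median as low. Of the 13 sarcomere genes, 10 were negative. The others, Argk, Tm1 and Msp300, were at 0.43, 0.05 and 0.05 and were the most expressed of the 13. For 13 fat body genes the median was -0.31, at the percentile 0.05, although Apoltp was at 1.41 with a p-value of 0.0141 (edgeR). For 13 hemocyte genes it was -0.28, with 12 of 13 negative, at the percentile 0.07, and for 7 tracheal genes -0.27, with 4 of 7 negative, at the percentile 0.08. No single hemocyte gene stood out from error, since the smallest p-value among them was 0.288, for Pxn (edgeR). The tracheal gene with the smallest p-value, trh, went the other way, at 1.03 with a p-value of 0.00128 and an FDR of 0.0859 (edgeR). The 2 uncalled salivary gland genes, at the percentile 7.79, were too few to tell. The one-sided p-values over the 6 lists tested, adjusted by Benjamini-Hochberg, ran from 0.0003 to 0.078, and 0.0001 was the smallest unadjusted value the random lists can give. These p-values treat the genes of a list as independent, although markers of 1 tissue may vary together between replicates.

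A candidate explanation is that the haltere disc libraries, as read from Ubx, carried a larger share of RNA from larval muscle, fat body and blood cells. For blood cells it rests on the list percentile alone, since no hemocyte gene was called. A second test bears on it. Dividing each log2 change by the normal quantile of its p-value gives a rough standard error implied by the authors' fit. Its median was 0.80 for the 15 called fat body and salivary gland genes, against 0.30 for random lists matched on expression, which put it at the percentile 100.0. A comparison with 60 other called genes, whose median was 0.34, was made first and set aside, because a gene with a small change can be called only if its error is small. The implied error was 1.07 for Fbp1, 0.91 for Lsp1gamma and 0.89 for Sgs7, and 0.31 for Ubx and 0.33 for al. The groups overlapped: the 15 genes ran from 0.50 to 1.07, and the 78 called genes outside the 3 lists from 0.24 to 0.93. Among called genes with a log2 change of at least 3 and at least 1 CPM on the lower side, the median was 0.82 for 14 such genes and 0.39 for 5 others. Fat body and salivary gland RNA may thus have varied between replicates more than disc RNA did. The 11 called sarcomere genes had a median of 0.42, at the percentile 98.11, so they too were above most random lists. The difference was small, since their own random lists had a median of 0.376. The sarcomere genes ran from 0.29 to 0.49, below all of the 15 fat body and salivary gland genes. A true difference in expression within the discs, or a difference in developmental timing, cannot be told apart from carried-over tissue with these data. Outside these 3 lists 42 of the 68 negative calls remained. A call outside the lists is not thereby shown to come from the disc, because the lists need not be complete.

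Other technical explanations were tested for the same pattern. The median log2 change of all genes was 0.00047, which tests little because normalization centres it near 0. A shift of all genes would however move the markers and their random lists alike, so it does not account for the percentiles of the sarcomere and fat body markers, whose random lists had medians of 0.019 and -0.0026. Gene length was related to the fold change, with a Spearman rho of -0.229 across 7655 genes, which are not independent replicates. With random lists matched on gene span as well as expression, the sarcomere and fat body markers lay at the percentile 0.05 or lower, and with lists matched on exon length and expression both lay at 0.0. The matching used 5 bins of length, and the sarcomere markers, with a median exon length of 9058 bases against 2214 over the genes not called, can be longer than their matches, so a part played by length is not excluded for them. For the fat body markers the median was 2437 bases. The tracheal list moved from 0.08 to 0.93 when matched on span and to 0.18 when matched on exon length. The hemocyte list moved from 0.07 to 0.15 and 0.34 in the same order. The salivary gland list, with only 2 genes, moved from 7.79 to 17.52 and 15.76. The coarser bins of expression may have moved these percentiles as well as length, and the 2 were not told apart.

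The relation with gene length may deserve attention in its own right. Log2 change followed exon length at a given intron length with a partial Spearman rho of -0.237, and intron length at a given exon length with 0.0424. At a given expression level the rho with gene span was -0.247, so expression did not account for it. The median log2 change was 0.11 in the quartile of genes with the shortest exons and -0.10 in the quartile with the longest. Differences of RNA integrity or fragment selection between the tissues' libraries are a candidate explanation, since those act on exon length. A biological difference in the use of long and short transcripts was not tested.

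On the side opposite to Ubx, the mesoderm genes twi and Him were called, at 1.93 with an FDR of 0.00501 and at 2.55 with an FDR of 0.000119 (edgeR). They were chosen after their values were seen. Of 7 further markers of adult muscle precursors, which lie under the notum part of the wing disc, 6 were positive. Their median of 0.51 was at the percentile 100.0 of random lists matched on expression, and at 99.98 when matched on length too. The possible explanation tested was that of more muscle precursor cells in wing disc libraries. Neither the dissections nor the labels allow it to be checked.

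The excess of p-values near 1 was not limited to genes with few counts. The share above 0.5 was 65.8% in the lowest quartile of expression and 66.6% in the highest. Low counts are therefore unlikely to be the only cause. The share of genes with a p-value under 0.05 was 7.16% in the lowest quartile and 2.27% in the highest. These quartiles held 29 and 18 of the 104 calls. The authors' test may have used a dispersion larger than the spread of most genes, in which case the 104 calls would be a conservative set. Counts per sample would be needed to test that.

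Called genes were adjacent more often than random placement gave, although most had no adjacent called gene of the same sign. Among the 102 called genes that could be placed in the gene order of the table, 7 adjacent pairs shared a sign, while 10000 random placements gave a median of 1 and at most 6 (permutation p 0.0001, the smallest these draws can give). Adjacent genes included the glue genes Sgs8, Sgs7 and Sgs3, which are counted as 2 pairs, CG8100 with Fbp1, and kn with hui. The Sgs genes are on the salivary gland list and Fbp1 is on the fat body list. The pair of CR44932 and Antp, at 2.22 and 2.08, may reflect reads running past the end of Antp, because the adjacent genes lie on the same strand in the annotation. Shared regulation, shared reads and RNA carried over from salivary gland or fat body were not told apart.

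The male-limited RNAs roX1 and roX2, chosen after their values were seen, gave no sign of a large difference in the sex balance of the larvae. They were at -0.11 and 0.53, with p-values of 0.741 and 0.348 and an FDR of 1.0 each (edgeR). A small difference in balance is not excluded. The median log2 change of 1291 X-linked genes differed from that of 6362 autosomal genes by -0.0569, but dosage compensation evens out X-linked expression between the sexes, so this difference would stay small whatever the balance.

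Among the row names, 3 read as dates (Sep-01, Sep-02 and Sep-05), a form that spreadsheet software gives to names of septin genes. Their log2 changes were -0.06, -0.09 and 0.09, with an FDR of 1.0 each (edgeR), so no call rests on them. No biological explanation was tested.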
